A study of Mus musculus with 6 samples. Its data were reported in "Chemically induced revitalization of damaged hepatocytes for regenerative liver repair" (2023).

How the data were processed

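RNA was sequenced from damaged hepatocytes (dHeps), cells isolated from the livers of mice with carbon tetrachloride injury and kept for 16 days in serum-free maintenance medium with solvent (DMSO), a 3-compound cocktail (3C) or a 5-compound cocktail (5C). The labels gave the group and replicate number of each of the 6 libraries, 2 per group. They did not state whether the 2 replicates of a group came from different animals.

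The authors mapped the reads to the mouse genome GRCm39 and deposited 2 tables per gene. The deposited count table holds estimated counts, which are whole numbers that were not normalized, for 52323 genes. The authors did not state the aligner, the counting tool, the annotation release or whether strand was used. Among low values of the estimated counts, 4 was more frequent than its neighbours (4816 entries, beside 3121 entries of 3 and 2303 of 5), as were 8 (2323, beside 1852 and 1340) and, by less, 12 (1335, beside 1201 and 923). There was no excess at 16 (868 entries, beside 888 of 15), and the most frequent low value was 1, with 6338 entries, which 4 units per fragment would not give. The number of units per fragment is therefore unknown. A fragment was assumed to stand for 4 units, so that the floor of 3 fragments was 12 units, and the floor and the lower bounds rest on this assumption. The deposited FPKM table, which the authors scaled for gene length and library total, holds 52327 genes and was used in alternatives and to look at genes that the count table lacks. The tables shared 52257 gene IDs. Of the 70 IDs found only among the FPKM, 66 had their symbol in the count table under another ID. Positions and gene types came from the GENCODE annotation of GRCm39, which matched 51722 IDs of the count table and 19054 of the 19135 genes tested.

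The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with robust dispersion estimates, TMM normalization and genes kept by filterByExpr on the group. All 6 libraries entered a model with a coefficient for each of the 3 groups, which left 3 residual degrees of freedom. The common biological coefficient of variation was 18.4%. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. Unless another test is named, adjusted p-values given for genes come from this test. The standard error (SE) of a log2 fold change is the value that the F statistic implies. Values per group are means of counts scaled to the library total (CPM) with the SD of the 2 replicates. For a gene at or under the floor in every library of a group, the fold was computed against the floor and is a lower bound. Intervals and floors cover counting error only.

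The comparisons, the tests, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. Named genes were the members of the lists of genes that the study discussed, and for each comparison the 5 genes with the largest and the 5 with the smallest log2 fold change among called genes with a mean of at least 10 CPM and no overlap between replicates of the 2 groups. Some of these genes, and parts of tests that needed them, are not reported here. The 6 study lists hold 36 genes that the study picked from these libraries, so their results are not independent of the study. The other lists came from other assays of the study or from general knowledge of marker and target genes. Of 26 lists, 25 had tested genes. Lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, adjusted over 75 tests, and with fry beside it.

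Because both cocktails were compared with the same DMSO libraries, the overlap of calls was set beside 20 simulations without changed genes. In each simulation the counts of all 6 libraries, DMSO included, were drawn independently per gene from the DMSO means and the fitted dispersions. Sequence shared with other genes was measured as the share of 50-base words of the longest transcript that also occurred in transcripts of another gene. Of 77 named genes, 19 shared at least 10% and are treated as uncertain. The steps were tested on simulated data with the means, dispersions and library sizes of the 19135 tested genes, in which 200 genes of at least 1 CPM were changed in 5C by a log2 fold change of 2 in either direction. In 3 runs, 188 of the 200 changed genes were recovered, with 12 to 18 false calls. In 3 further runs in which a fragment counted as 4 units, 180 to 192 were recovered with 3 to 10 false calls.

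Alternatives covered normalization (RLE and upper quartile), filters (all genes with at least 1 count, or at least 10 counts in every library), DESeq2 1.42.0, fits to the 4 libraries of 2 groups, a replicate block, other thresholds, limma on log2(FPKM + 1) and log2(FPKM + 0.1), and leaving out each replicate. Dividing the counts by 4, offsets for GC content and exon length, and leaving out replicates of the group not compared were added after the data had been seen. Figures were drawn with matplotlib 3.10.9. Gene ontology and pathway databases were not used here.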

Results

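The data were bulk RNA-seq profiles of cultured dHeps on day 16. DMSO was the solvent control. The 3C cocktail held 50 µM CID755673, an inhibitor of protein kinase D, 2 µM GSK429286A, and 5 µM ETC-1002, an inhibitor of ATP citrate lyase. The 5C cocktail held the same compounds with 5 µM salidroside, a plant glucoside, and 2 µM forskolin, an activator of adenylate cyclase. Each group had 2 libraries. Total estimated counts were 67160189 and 65916573 for DMSO, 66232408 and 68222063 for 3C, and 69068421 and 69245895 for 5C, or 16479143 to 17311474 fragments if 4 units stood for a fragment, which is an assumption. The largest total was 1.05 times the smallest. The floor of 12 units corresponded to 0.173 to 0.184 CPM. The 20 most abundant genes took 8.36% to 9.63% of the counts.

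Replicates of a group were closer to each other than to libraries of other groups. Across genes, which are not independent replicates, Pearson's r of log2 CPM was 0.975 for the DMSO replicates, 0.976 for 3C and 0.977 for 5C. Between groups it ranged from 0.935 to 0.969. In multidimensional scaling, dimension 1 held 43.9% of the variance and placed the 3C libraries between the DMSO and the 5C libraries.

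**Figure D1:**
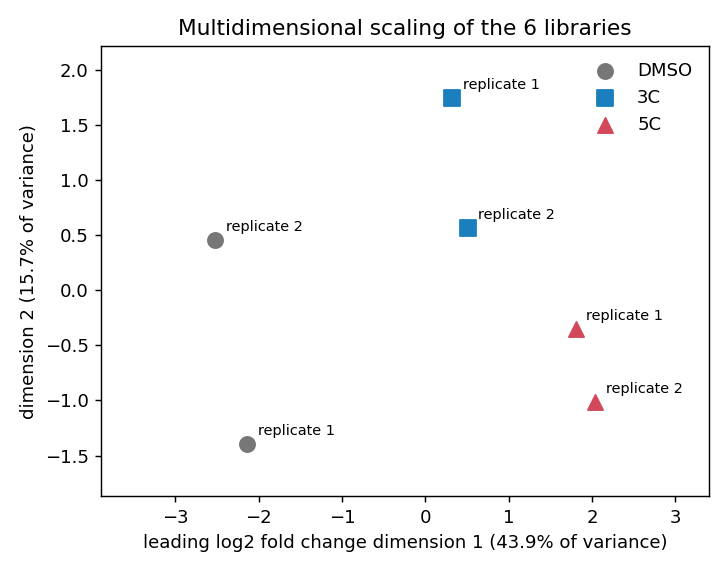
Multidimensional scaling of the 6 libraries on the leading log2 fold changes, with a point per library and colours for the groups. On dimension 1 the DMSO libraries lie at -2.14 and -2.52, the 3C libraries at 0.32 and 0.51, and the 5C libraries at 1.80 and 2.03.

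The comparison of 5C with DMSO asked how the full cocktail changed gene expression in dHeps. Of 19135 genes tested, 2242 were called, 1397 higher and 845 lower in 5C. All 2242 had no overlap between the replicates of the 2 groups, as did 63.0% of all tested genes, where chance gives 33.3%. The alternative that moved this count most was an adjusted p under 0.05 without a limit on the fold change, with 5485 genes. Testing against a log2 fold change of 1 gave 1160.

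Among abundant called genes, the largest rises in 5C were those of Cyp3a25, Cyp2c29, Cyp3a11, Fabp1 and Apln. Cyp3a11 (chromosome 5, 145791236 to 145816867, GRCm39) rose from 0.979 ± 0.647 CPM (SD, n = 2) in DMSO to 244 ± 9.13 CPM in 5C, a log2 fold change of 7.95 with an SE of 0.47 and an adjusted p of 0.000441. Cyp2c29 (chromosome 19, 39257849 to 39319157) rose by 7.97 on the log2 scale, from 0.532 ± 0.232 to 134 ± 13.1 CPM. Cyp3a25 was at or under the floor in both DMSO libraries and reached 32.8 ± 0.147 CPM in 5C, at least 185-fold higher. Fabp1 rose by 6.92 and Apln by 6.85 on the log2 scale. Among the largest falls were those of Alox15, Chil3, Clec10a and Pf4. Chil3 (chromosome 3, 106054870 to 106074880) went from 2252 ± 16.3 CPM in DMSO to 83.8 ± 5.29 CPM in 5C, a log2 fold change of -4.75 with an SE of 0.14 and an adjusted p of 2.8e-07. Chil3 shared 27.7% of its sequence words with other genes, mostly Chil4. Clec10a had a log2 fold change of -3.76 and Pf4 of -3.22. Alox15 had a log2 fold change of -7.54 with an SE of 1.01, since it was close to the floor in 5C.

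Among the hepatocyte transcription factors of the study list, Hnf4a, Foxa3 and Onecut1 were called higher in 5C, with log2 fold changes of 1.04, 1.06 and 1.44. Hnf4a (chromosome 2, 163348728 to 163414830) went from 95.0 ± 5.12 to 195 ± 4.83 CPM with an adjusted p of 8.35e-06. The reads of Onecut1 are uncertain, since 44.5% of its sequence words occurred in other genes and its exons overlapped an annotated antisense gene. All 10 hepatocyte function genes were called higher, with log2 fold changes from 2.35 (Ttr) to 3.84 (Cyp2d10). Alb (chromosome 5, 90608647 to 90624696) rose from 1273 ± 108 to 8745 ± 2738 CPM, a log2 fold change of 2.78 with an SE of 0.22. All 6 drug metabolism genes were called higher, with a list median of 7.96, or 6.56 with Cyp3a25 and Sult2a2 at their lower bounds. Sult2a2 was at least 48.4-fold higher than the floor that bounded it in DMSO. Sult2a2, Ugt1a1 and Cyp2a12 shared 55.3%, 86.8% and 30.3% of their sequence words with other genes and are uncertain.

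All 7 inflammatory genes were called lower in 5C, with log2 fold changes from -1.11 (Cxcl10) to -3.76 (Clec10a) and a median of -2.03. All 5 oxidative stress genes, which encode subunits of the NADPH oxidase, were called lower, with a median of -2.02. Cybb (chromosome X, 9301491 to 9354010) went from 296 ± 22.8 to 54.1 ± 3.95 CPM. Of the 4 mesenchymal genes, Col28a1 and Mmp27 were called lower, at -3.17 and -2.24. Acta2 and Mmp3 fell by 0.63 and 0.53 on the log2 scale and were not called, with adjusted p-values of 0.00195 and 0.0478. Adjusted over the list alone, the calls in these 6 lists numbered 3, 10, 6, 7, 5 and 2 in the order given, as over all genes tested. In 3C against DMSO all genes of the 6 lists were called by either adjustment. The study chose these genes on the same libraries, so these counts are not independent evidence. Tdo2, Serpina1d, Ugt2b5, Cyp2d10, Slc27a2, Cyba and Ncf1 also shared 12.3% to 55.1% of their sequence words with other genes and are uncertain.

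**Figure D2:**
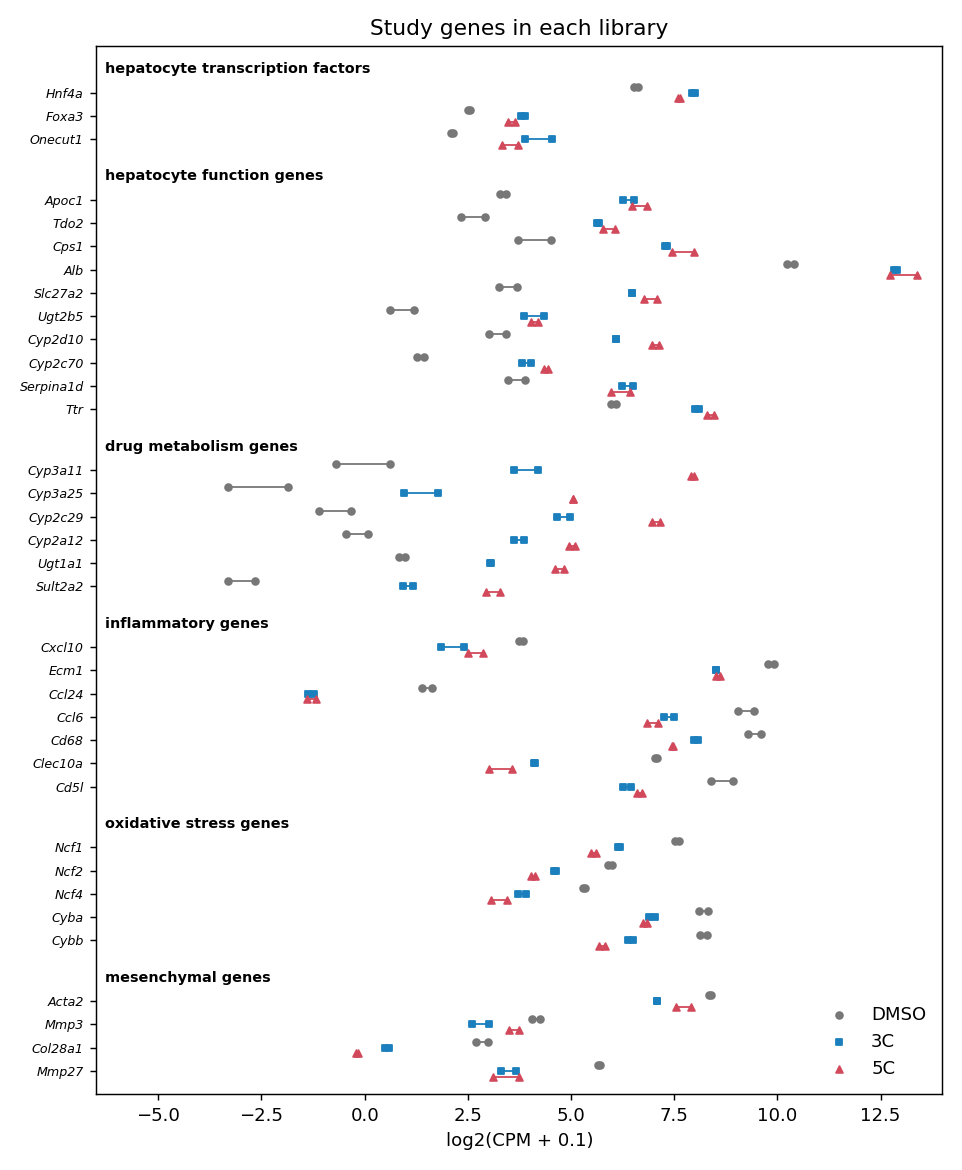
Expression of genes of the study lists in each library as log2(CPM + 0.1), with a point per library, a line joining the 2 replicates of a group, and colours for DMSO, 3C and 5C. For Alb, the DMSO mean was 1273 CPM, the 3C mean 7445 CPM and the 5C mean 8745 CPM. For Hnf4a, both 3C libraries lie above both 5C libraries.

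The comparison of 3C with DMSO asked what the reduced cocktail does without salidroside and forskolin. It gave 1809 called genes, 1116 higher and 693 lower in 3C. The largest rises among abundant called genes were those of Cyp2c29 (5.72), Mmp7 (5.48), Cyp3a25 (at least 14.5-fold), Mtarc1 (4.77) and H19 (4.73, SE 0.51). Cyp3a25 counted as abundant only through the 5C libraries, since its mean was 0.089 CPM in DMSO, 2.57 in 3C and 32.8 in 5C. Among the largest falls were those of Alox15 (-3.75), Clec7a (-3.13), Chil3 (-3.04) and Clec10a (-2.95), on the log2 scale. The call of Alox15 was lost with DESeq2, at an adjusted p of 0.108. Mmp7 (chromosome 9, 7692091 to 7699587) rose from 1.84 ± 0.612 to 81.8 ± 16.3 CPM with an adjusted p of 1.27e-05. All 4 transcription factors of the study list were called higher, among them Hnf4a by 1.39, Foxa3 by 1.33 and Onecut1 by 2.15. All 10 hepatocyte function genes were called higher with a median of 2.94, and all 6 drug metabolism genes with a median of 4.43, or 3.90 with lower bounds. All 7 inflammatory genes (median -1.87), all 5 oxidative stress genes (median -1.41) and all 4 mesenchymal genes (median -1.77) were called lower. Acta2 (chromosome 19, 34217737 to 34232990) went from 330 ± 6.69 to 135 ± 0.152 CPM.

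Of the genes called, 1360 were called in both comparisons against DMSO, and 1356 of these changed in the same direction, 862 higher and 494 lower. They made up 75.0% of the calls in 3C and 60.5% of the calls in 5C. In the 20 simulations without changed genes, the number called in both in the same direction was at most 1. Each simulated comparison called at most 5 genes, so this number could not be large and does not test the observed overlap. Across genes, Pearson's r of the log2 fold changes in 5C and in 3C was 0.74, against at most 0.53 in the simulations, and 76.3% of genes had the same sign, against at most 67.3%. Of the 882 genes called only in 5C, 199 also differed between 5C and 3C by the same test. Of the 449 called only in 3C, 82 did.

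**Figure D3:**
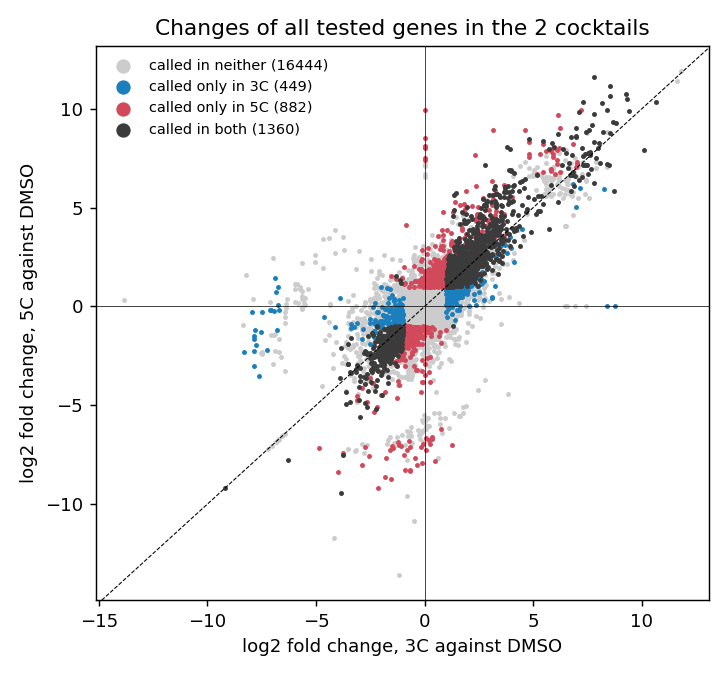
Log2 fold change against DMSO in 3C (horizontal axis) and in 5C (vertical axis) for the 19135 tested genes, with a point per gene, colours for calls, and a dashed line where the changes are equal. Of the tested genes, 1360 were called in both comparisons, 882 only in 5C and 449 only in 3C.

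The comparison of 5C with 3C asked what salidroside and forskolin added. It gave 576 called genes, 413 higher and 163 lower in 5C. This count fell to 38 when tested against a log2 fold change of 1, and was 1021 at an unadjusted p under 0.05. The largest rises in 5C among abundant called genes were those of Orm1 (4.29), Cyp3a11 (4.005), Cyp3a25 (3.67), Serpina3k (3.48) and Fgl1 (3.30). Orm1 (chromosome 4, 63261052 to 63272189) went from 6.62 ± 1.64 CPM in 3C to 129 ± 8.17 CPM in 5C with an adjusted p of 0.000135, and shared 18.9% of its sequence words with other genes, mostly Orm2. For Cyp3a25 the adjusted p with DESeq2 was 0.0503. Among the largest falls were those of Gsta1 (-2.13), Gm3776 (-2.02) and Abcc4 (-1.80). Gsta1 and Gm3776 are near-identical, sharing 91.2% and 94.2% of their sequence words with other genes. Abcc4 (chromosome 14, 118720103 to 118943924) went from 402 ± 53.4 to 115 ± 34.4 CPM.

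All 6 drug metabolism genes were called higher in 5C than in 3C, with a median of 2.18. No other gene of the study lists was called between 5C and 3C. The 4 transcription factors were lower in 5C, with a median of -0.53, which became -0.34 without 3C replicate 1. Adjusted p-values were 0.0119 for Hnf4a (-0.35), 0.281 for Foxa3 (-0.27) and 0.0722 for Onecut1 (-0.71). The hepatocyte function genes had a median of 0.30, which moved to 0.13 without 5C replicate 2 and to 0.47 without 5C replicate 1. Alb did not differ detectably, with a log2 fold change of 0.23, an SE of 0.20 and an adjusted p of 0.588. The inflammatory genes had a median of 0.01, the oxidative stress genes of -0.56 and the mesenchymal genes of 0.31.

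By camera, 44 of 75 tests of a list in a comparison had an adjusted p under 0.05, and 35 of these 44 also passed fry. A further 8 tests passed fry and not camera. They were the other hepatocyte transcription factors (adjusted p 0.00755 by fry, higher), other mesenchymal genes (0.0115, higher) and apoptosis inhibitors (0.0351, lower) in 5C against DMSO, and the other mesenchymal genes (0.0203, lower) and other injury genes (0.0424, lower) in 3C against DMSO. Between 5C and 3C they were the study mesenchymal genes (0.0423, higher), apoptosis inhibitors (0.0255, lower) and senescence genes (0.0341, lower). With the correlation estimated from these libraries, 0 of 75 passed, and 15 had an unadjusted p under 0.05. Among the 18 tests of study lists, 16 passed camera, the exceptions being the inflammatory genes (adjusted p 0.539) and the mesenchymal genes (0.6) between 5C and 3C. The hepatocyte function genes between 5C and 3C passed camera (0.0215) but not fry (0.164).

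The genes that the study discussed from other assays moved in several directions. The 7 other hepatocyte transcription factors had medians of -0.20 in 5C and 0.60 in 3C against DMSO, and all 7 were lower in 5C than in 3C, with a median of -0.72 and an adjusted p of 3.37e-05 by camera. Prox1 and Nr1i2 were called higher in both cocktails, at 1.19 and 1.91 in 5C and at 1.51 and 1.97 in 3C, and Foxa2 was called lower in 5C, at -1.06. The 9 other mesenchymal genes had medians of 0.38 in 5C and -0.28 in 3C, and all 9 were higher in 5C than in 3C (median 0.91, adjusted p 8.44e-06 by camera). Of these, Pdgfra (1.49), Pdgfrb (1.24) and Mmp2 (1.41) were called higher in 5C against DMSO, while Timp1 (-1.20) and Des (-1.02) were called lower in 3C. The exons of Mmp2 overlapped an annotated antisense gene. The 5 other injury genes had medians of 0.26 in 5C, -0.47 in 3C and 0.47 between the cocktails, and the 3 apoptosis inhibitors of -0.08, 0.05 and -0.14, and neither list passed camera in any of the 3 comparisons, while fry passed the injury genes in 3C and the apoptosis inhibitors in 5C against DMSO and against 3C. Of the injury genes, Cd93 was called lower and Cx3cl1, whose reads are uncertain, higher in both cocktails.

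Lists of cell type markers were tested beside the study lists. None of these lists shared a gene with a study list, and 3 of the 12 stellate and fibroblast markers were also among the other mesenchymal genes. Macrophage markers had medians of -2.02 in 5C and -1.60 in 3C against DMSO and of -0.49 between 5C and 3C, with 18 of 20 genes lower in each comparison. Endothelial markers had medians of 3.34 in 5C, 2.11 in 3C (1.94 with lower bounds, and not past fry) and 1.52 between the cocktails (adjusted p 0.0545 by fry), and the last value was 1.00 without 3C replicate 1 and 2.79 without 3C replicate 2. Cholangiocyte markers had medians of 0.72, 1.28 and -0.53, the last with adjusted p-values of 0.000893 by camera and 0.0581 by fry. Mesothelial markers had medians of 1.19, 0.13 and 1.15, of which the value for 3C against DMSO did not pass camera. Stellate and fibroblast markers had medians of 0.35, 0.43 and 0.08 and passed in none of the 3 comparisons. T and B cell markers were not tested, since the largest count of any of the 8 genes was 10.

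Among lists of pathway and target genes, given in the order 5C against DMSO, 3C against DMSO and 5C against 3C, other hepatocyte genes had medians of 3.14, 2.47 and 0.71, and the last was 0.46 without 5C replicate 2. PPARA target genes had medians of 1.47, 1.44 and 0.56 and passed camera and fry in the 3 comparisons. Xenobiotic receptor target genes had medians of 2.28, 1.81 and 0.26. With lower bounds these were 0.89 and 0.85 against DMSO, and the value in 5C was 0.74 without 5C replicate 2 and 3.83 without DMSO replicate 2. Cholesterol synthesis genes had medians of 0.54, 0.33 and 0.24, with 19 of 20 genes higher in each comparison. They passed camera in the 3 comparisons and fry only for 5C against DMSO (adjusted p 0.0203). Interferon response genes had medians of -1.01, -0.78 and -0.18. The values against DMSO passed camera (adjusted p 0.0170 and 0.00652) and not fry. They were -0.20 in 5C and -0.13 in 3C without DMSO replicate 2, and -1.24 in 3C without DMSO replicate 1. Proliferation genes (-0.19, -0.09 and -0.11, or 0.06 in 5C and 0.11 in 3C against DMSO without DMSO replicate 2), cAMP response genes (0.01, -0.25 and 0.17), CYP1 and AHR target genes (-0.21, -0.03 and -0.44) and senescence genes (0.23, -0.20 and -0.13) passed camera in none of the 3 comparisons. Of these, only the senescence genes between 5C and 3C passed fry. The signs for the CYP1 and AHR target genes depended on 1 library. Their median difference of log2 CPM in 5C against DMSO moved from -0.24 to 0.05 without DMSO replicate 2. Between 5C and 3C it moved from -0.51 to 0.02 without 5C replicate 2, and to -0.89 without 5C replicate 1. SRF and YAP target genes (-0.17, -0.19 and 0.27) passed camera only for 3C against DMSO, at an adjusted p of 0.0481, and not fry.

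**Figure D4:**
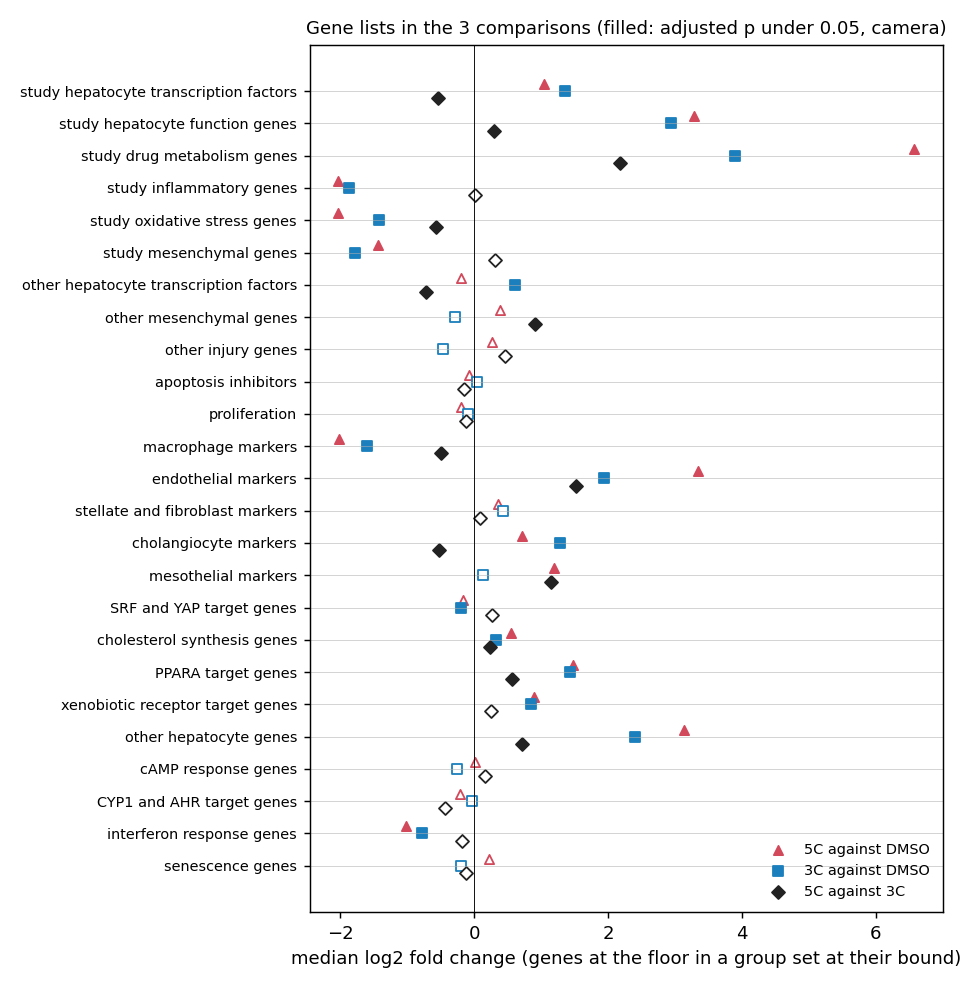
Median log2 fold change of the 25 tested gene lists in the 3 comparisons, with genes at the floor in a group set at their lower bound. Filled symbols have an adjusted p under 0.05 by camera. The drug metabolism genes lie farthest to the right, at 6.56 in 5C and 3.90 in 3C, and the inflammatory genes and macrophage markers lie near -2.02 in 5C.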

Values the study reported

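In staining of cultured cells after 16 days, the study reported a share of albumin-positive cells about 5 times that of the controls with 5C. It also reported about 12-fold more Ki67-positive and about 5-fold more Foxa2-positive cells among the traced hepatocyte-like cells. Up to 95% of the cells isolated from injured traced mice carried the tdTomato label.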

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

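The tests of GC content and length, of mesothelial and stellate cells, and of the gene IDs were chosen after the results were seen.

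Each of 8 genes that the study discussed from other assays changed in opposite directions in 5C and 3C against DMSO, and differed between 5C and 3C at an adjusted p under 0.05 by edgeR. Of these, 4 were hepatocyte transcription factors that were lower in 5C than in 3C: Foxa1 (-0.70), Foxa2 (-1.18), Hhex (-0.94) and Onecut2 (-1.10). The other 4 were higher in 5C than in 3C: Col1a1 (0.91), Col1a2 (1.02), Timp1 (1.21) and Cdkn2a (0.73). The SE of these log2 fold changes ranged from 0.08 to 0.17. Only Onecut2 had an adjusted p under 0.05 in both directions against DMSO, so for the other genes the difference between cocktails was shown and the opposite signs were not. Across fits that each left out 1 library of either cocktail, no value changed its sign. On log2(FPKM + 1), 5 of the 8 differed at an adjusted p under 0.05.

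A difference in depth was small, since the largest total was 1.05 times the smallest. A trend with GC content or gene length was argued against as the whole cause, since 8 of the 8 genes still differed between 5C and 3C with offsets for both. A larger part of mesothelial RNA in 5C remained open for the mesenchymal genes: the 6 mesothelial markers, none of them in a study list, had a median of 1.15 between 5C and 3C, and the abundant marker Upk3b went from 224 ± 34.3 to 481 ± 34.9 CPM, while Msln changed by only 0.26. A larger part of stellate cells or fibroblasts was not shown, since the 9 markers outside the study lists went both ways, 3 higher and 6 lower, with a median of -0.28. The 3 higher, Col3a1 (0.65), Dcn (0.57) and Thy1 (0.64), each had an adjusted p under 0.05 by edgeR. Of the lower ones, only Lrat (-0.86) and Rgs5 (-0.94) did. The list does not separate stellate cells from fibroblasts, so a larger part of either alone stays open. For the transcription factors, more biliary-type expression in 3C is a candidate explanation, since the 12 cholangiocyte markers had a median of -0.53 between 5C and 3C, with 10 of 12 lower in 5C. A direct effect of salidroside or forskolin on these genes was not tested and stays open.

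The FPKM table held 3 genes that are missing from the count table and whose FPKM in both libraries of a cocktail lay above both DMSO libraries, with a mean over 1.5 times higher. C730027H18Rik was 5.01 times higher in 3C and 2.92 times higher in 5C than in DMSO (1.86 ± 0.12, 1.09 ± 0.313 and 0.372 ± 0.00772 FPKM, SD, n = 2). Nrg1 was 1.60 times higher in 3C (22.7 ± 1.33 against 14.2 ± 1.57 FPKM). Ndor1 was 2.49 times higher in 3C, but its FPKM was 3.20 and 0.205 in the DMSO libraries and 3.40 and 0.208 in the 5C libraries, so the value rested on 1 DMSO library. Their absence among the counts goes with a table of 1 row per symbol, since 66 of the 70 IDs found only among the FPKM had their symbol in the count table under another ID. A scale difference of the FPKM was argued against as the cause, since the median log2 ratio of 3C to DMSO over genes with a mean FPKM of at least 1 was 0.0059. These differences had no test on counts, and an effect of the cocktails stays open as untested.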

How the results depend on the processing

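The counts of called genes changed little with normalization, filters, DESeq2, a fit to only 4 libraries, the replicate block, counts divided by 4 and offsets for GC content and exon length. Over these 9 alternatives they ranged from 2008 to 2416 for 5C against DMSO, from 1669 to 1997 for 3C against DMSO and from 536 to 675 for 5C against 3C. The overlap in the same direction ranged from 1226 to 1467 over 6 alternatives. With DESeq2, 2233 of the 2242 genes called in 5C against DMSO remained. Dividing by 4 and the offsets were chosen after the data had been seen.

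The thresholds moved the counts by construction. An adjusted p under 0.05 alone gave 5485, 4689 and 2423 genes in the 3 comparisons (5C against DMSO, 3C against DMSO, 5C against 3C) and an overlap of 3358. Testing against a log2 fold change of 1 gave 1160, 771 and 38. An unadjusted p under 0.05 with the limit on the fold change gave 1021 genes between 5C and 3C. Limma on log2(FPKM + 1) gave 1192, 921 and 179 genes, the same with a mean FPKM of at least 1 gave 1153, 934 and 241, and limma on log2(FPKM + 0.1) gave 1852, 1474 and 205. Against DMSO, most of the loss with FPKM was therefore absent with the smaller pseudocount, and between 5C and 3C it remained. The cause of the remaining loss was not tested.

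With the correlation estimated from the libraries, camera passed 0 of the 75 list tests and 0 of the 18 tests of study lists, where the preset correlation passed 44 and 16. At an unadjusted p under 0.05 it passed 15 and 8. Over 7 alternatives of normalization, filter, block, divided counts and offsets, 43 to 47 of the 75 list tests and 15 to 16 of the 18 passed. Fry passed 43 of the 75.

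The replicate numbers did not pair the libraries, since the deviations of equally numbered libraries from their group means correlated at -0.0306, 0.0007 and 0.0161. With the replicate block the counts were 2125, 1737 and 536 and the overlap 1302. The block took the hepatocyte function genes between 5C and 3C past the threshold, to an adjusted p of 0.053 by camera.

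Results that reversed had been near 0 or had not passed their test. The median of cAMP response genes in 5C against DMSO became -0.012 with either FPKM alternative. That of senescence genes in 5C against DMSO became -0.056 with at least 10 counts in every library and -0.057 with counts divided by 4, where 12 of its 13 genes were left. That of CYP1 and AHR target genes in 3C against DMSO became 0.21 with counts divided by 4. That of xenobiotic receptor target genes between 5C and 3C became -0.037 with at least 10 counts in every library. That of inflammatory genes between 5C and 3C became -0.012 with upper quartile normalization and -0.0074 with log2(FPKM + 0.1), as did its middle gene Ccl24. Timp1 in 5C against DMSO became -0.071 with the offsets and -0.013 with either FPKM alternative, Foxa2 in 3C against DMSO became -0.018 with the offsets, and Ugt2b5 between 5C and 3C became 0.021 with the replicate block and 0.033 with the offsets. The cause was not tested.

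Among single lists, 58 further values became weaker, 44 of them under the estimated correlation, and 17 became stronger. Among single genes, 58 became weaker and 19 stronger. The call of SRF and YAP target genes in 3C against DMSO was lost with upper quartile normalization, with at least 10 counts in every library and with counts divided by 4.

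Leaving out a replicate of a compared group left 1 library in that group, and only log2 fold changes were taken from these fits. No gene among the 115 calls of named genes changed its sign in any of these fits. With 2 replicates, leaving out either moves a single gene by about the distance of each replicate from their mean, which is less than their SD, so this says little about stability. With a replicate of the group not compared left out, also chosen after the data had been seen, the counts ranged from 2131 to 2147, from 1732 to 1742 and from 641 to 642. The list median for drug metabolism genes in 5C against DMSO ranged from 7.27 to 8.68, and that of inflammatory genes from -2.26 to -1.83. The depth limits genes near the floor, such as Cyp3a25 and Sult2a2 in DMSO, to lower bounds.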

Other observations

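The tests of endothelial markers, interferon response genes, GC content, shared reads and shared controls were chosen after the results were seen. The other tests were written before.

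The falls of inflammatory and oxidative stress genes may reflect fewer macrophages, or less macrophage RNA, in the treated cultures. Macrophage markers, none of them in a study list, had a median of -2.02 in 5C against DMSO, beside -2.03 for the inflammatory and -2.02 for the oxidative stress genes. In 3C against DMSO it was -1.60, beside -1.87 and -1.41. The most abundant marker, Lyz2, went from 6102 ± 156 CPM (SD, n = 2) in DMSO to 1771 ± 18.5 in 3C and 1124 ± 26.1 in 5C. The exceptions were Cd14 and Aif1, which were higher in both cocktails. A trend with GC content or length was argued against, since the inflammatory median was -2.11 with the offsets. Lower expression per macrophage, or a change within hepatocytes, stays open, since bulk libraries do not separate cell types.

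Among the lists of cell type markers, which do not include the hepatocyte lists, endothelial markers rose most against DMSO. A lower share of macrophage RNA would raise the other cell types alike, and it was argued against as the whole cause, since stellate and fibroblast markers had a median of 0.35 in 5C against DMSO where endothelial markers had 3.34. Of the 11 tested markers, 1 had a mean over 10 CPM in DMSO and 7 in 5C. Cdh5 went from 1.16 ± 0.12 CPM in DMSO to 58.9 ± 21.6 in 5C and Pecam1 from 0.79 ± 0.118 to 32.5 ± 14.2. Lyve1 went the other way, at -2.42 in 5C. More endothelial cells and higher expression in other cells were not told apart by any test.

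The drug metabolism genes had a median of 2.18 between 5C and 3C. More hepatocytes in 5C, or an equal rise of all hepatocyte RNA, was argued against as the whole cause. Other hepatocyte genes had a median of 0.71 and the hepatocyte function genes of 0.30. The study picked the drug metabolism genes on these libraries, and single other hepatocyte genes ranged from -0.52 to 2.94. A rise particular to drug metabolism was therefore not shown. A smaller contribution of hepatocyte RNA stays open. Shared reads were argued against for the 3 genes with under 10% shared sequence (Cyp3a11, Cyp3a25 and Cyp2c29), which had a median of 3.67. The study named these 3 genes as lower in 3C than in 5C, so the size of this median follows from that choice. For Sult2a2, Ugt1a1 and Cyp2a12, shared reads stay open. A trend with GC content or length was argued against, since the median of the drug metabolism genes was 2.20 with the offsets. Activation of xenobiotic receptors by the added compounds cannot be told apart from other causes with this list: its median of 0.26 covered 11 genes higher and 7 lower. Of the list, chosen after their values were seen, Cyp2b10 (2.14), Ces2a (2.66) and Slco1a4 (2.27) were higher in 5C, while Gstm1 (-0.91) and Abcc2 (-0.77) were lower. The lower Gsta1 and Gm3776 in 5C were not a shift of reads within the family, since the summed CPM of Gsta1, Gsta2, Gsta5 and Gm3776 had a log2 ratio of -2.09.

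The higher transcription factors in 3C than in 5C may be part of more biliary-type expression in 3C. Cholangiocyte markers had a median of -0.53 between 5C and 3C, with 10 of 12 genes lower in 5C. Fry did not pass for the markers, and Krt7 and Krt19 did not differ. A change within hepatocytes stays open.

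Cholesterol synthesis genes rose as a list in both cocktails, by a median of 0.54 in 5C and 0.33 in 3C, as a response to lowered sterol synthesis by ETC-1002 would predict. Both cocktails hold that compound with others, so its own part could not be separated, and the value for 3C did not pass fry. Proliferation genes had medians of -0.19 in 5C and -0.093 in 3C and did not pass camera. Their sign depended on 1 DMSO library: without DMSO replicate 2 the medians were 0.06 and 0.11, and without DMSO replicate 1 they were -0.40 and -0.33. The direction of a change in the share of cycling cells was therefore not decided. A large rise in whole cultures was argued against: the largest of 16 log2 fold changes was 0.09 in 5C and 0.20 in 3C. Against DMSO, 3 genes were higher and 13 lower in 5C, and 4 were higher and 12 lower in 3C. The cAMP response genes had a median of 0.17 between 5C and 3C with 10 of 15 higher, and an adjusted p of 0.0714 by camera, so a lasting response to forskolin was not decided.

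The lower interferon response genes in both cocktails may come from 1 DMSO library. Without DMSO replicate 2 the medians were -0.20 in 5C and -0.13 in 3C, against -1.01 and -0.78 with it, and without DMSO replicate 1 the value in 3C was -1.24.

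Random spread of a shared control was argued against as the whole cause of the similar changes in both cocktails. The largest correlation of log2 fold changes in the simulations was 0.53 and the observed one was 0.74. The simulations drew new DMSO counts independently per gene, so deviations of the actual DMSO libraries that many genes share stay open. They held no changed genes, so they did not test the number of shared calls.

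Foxa2 mRNA was lower in 5C than in DMSO, by a log2 fold change of -1.06, and Alb mRNA was 6.87-fold higher. Mki67 mRNA had a log2 fold change of -0.61 with an SE of 0.21 and was not called, at an adjusted p of 0.0537. These are RNA levels of whole cultures and not shares of stained cells, so they are not the measures quoted from the study.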
